# Changes in gene expression linked with adult reproductive diapause in a northern malt fly species: a candidate gene microarray study

**DOI:** 10.1186/1472-6785-10-3

**Published:** 2010-02-01

**Authors:** Maaria Kankare, Tiina Salminen, Asta Laiho, Laura Vesala, Anneli Hoikkala

## Abstract

**Background:**

Insect diapause is an important biological process which involves many life-history parameters important for survival and reproductive fitness at both individual and population level. *Drosophila montana*, a species of *D. virilis *group, has a profound photoperiodic reproductive diapause that enables the adult flies to survive through the harsh winter conditions of high latitudes and altitudes. We created a custom-made microarray for *D. montana *with 101 genes known to affect traits important in diapause, photoperiodism, reproductive behaviour, circadian clock and stress tolerance in model Drosophila species. This array gave us a chance to filter out genes showing expression changes during photoperiodic reproductive diapause in a species adapted to live in northern latitudes with high seasonal changes in environmental conditions.

**Results:**

Comparisons among diapausing, reproducing and young *D. montana *females revealed expression changes in 24 genes on microarray; for example in comparison between diapausing and reproducing females one gene (*Drosophila cold acclimation gene, Dca*) showed up-regulation and 15 genes showed down-regulation in diapausing females. Down-regulation of seven of these genes was specific to diapause state while in five genes the expression changes were linked with the age of the females rather than with their reproductive status. Also, qRT-PCR experiments confirmed *couch potato *(*cpo*) gene to be involved in diapause of *D. montana*.

**Conclusions:**

A candidate gene microarray proved to offer a practical and cost-effective way to trace genes that are likely to play an important role in photoperiodic reproductive diapause and further in adaptation to seasonally varying environmental conditions. The present study revealed two genes, *Dca *and *cpo*, whose role in photoperiodic diapause in *D. montana *is worth of studying in more details. Also, further studies using the candidate gene microarray with more specific experimental designs and target tissues may reveal additional genes with more restricted expression patterns.

## Background

Several insect species in temperate regions develop and reproduce during the summer, but become dormant as the winter approaches to avoid unfavourable conditions for development and reproduction. This dormancy is usually linked with a period of developmental arrest, i.e. diapause, at the embryonic, larval, pupal or adult stage. Adult reproductive diapause, where oogenesis and vitellogenesis are arrested, has been studied in monarch butterflies [1] and in several grasshopper [2] and Drosophila species [e.g. [3]; see also [4]]. In *Drosophila *species, this kind of diapause has been found to offer resource allocation trade-offs: the females entering reproductive diapause early in the summer will not produce progeny during the ongoing season, but they have a higher stress resistance, age more slowly [5] and have better chances to survive over the winter period and produce progeny during the next summer than the non-diapausing females. In most organisms the onset of reproductive diapause is largely determined by the length of the light period (photoperiodic diapause), which is not surprising, as seasonal changes in the day length in different latitudes are more predictable and consistent than changes in temperature or humidity [4]. Photoperiodic diapause also allows the females to anticipate the coming cold season in advance, which is very important for organisms with a long generation time. From an evolutionary point of view, reproductive diapause is an important biological process which involves many life-history parameters important for survival and reproductive fitness at both individual and population levels.

The discovery of an adult photoperiodic reproductive diapause in *Drosophila melanogaster *[6,7] opened a possibility to study the role of the circadian clock genes in photoperiodic time measurement and diapause, as well as interactions between genes affecting photoperiodism and hormonal and physiological changes involved in diapause. The finding also gave a chance to search for genes affecting fitness-related traits linked with diapause, e.g. life span, age-specific mortality, fecundity, resistance to cold and starvation stress, lipid content, development time, egg-to adult viability, accessory gland synthesis and mating behaviour [8-10]. *D. melanogaster *females are known to enter adult reproductive diapause in response to short days and low temperatures in Europe [11] and in North America [10,12]. However, Emerson *et al*., [13] showed lately that in two natural populations representing latitudinal extremes in eastern North America temperature is the main determinant of the diapause. Even though the reproductive diapause in *D. melanogaster *seems to be a relatively weak response to photoperiod and is only observed at temperatures below 14°C [7,14], the genes found to be linked with sexual maturation and diapause in this species are good candidate genes for diapause studies in more northern Drosophila species with stronger, longer-lasting photoperiodic diapause responses.

Our study species, *D. montana*, belongs to the *D. virilis *group, which originated in continental Asia. It has expanded its distribution around the northern hemisphere from 30°N to 70°N in latitude and from 0 to 3000 meters in altitude, adapting to various kinds of environmental conditions [15,16]. The females of this species have the ability to survive through the harsh winter conditions in photoperiodic adult reproductive diapause [17]. They have adapted to environmental conditions in northern Scandinavia with a mean temperature of less than 0°C for up to six winter months, a minimum temperature reaching occasionally -30°C or even below. *D. montana *flies predict the forthcoming cold season mainly by changes in the day length even though also the temperature seems to have some effect on the percentage of diapausing females [18].

We had two aims in this study. The first aim was to create a custom-made microarray for *D. montana *with candidate genes known to play a role in traits linked with reproductive diapause in *D*. *melanogaster*. The second aim was to determine which of the candidate genes show expression changes, and in which direction, in comparisons among diapausing (i.e. those in reproductive diapause), reproducing and young *D. montana *females. Our candidate gene microarray proved to be a practical and cost-effective way to use information on gene function obtained largely through mutagenesis in a genetic model species and to study whether the same genes play a role in adaptation to different environmental conditions in an ecologically interesting non-model organism. Out of the 101 genes assayed, 24 showed differences in their expression patterns in comparisons among *D. montana *females at different reproductive modes.

## Methods

### Study flies

We used *D. montana *flies from an isofemale line O3F66 originated from Oulanka (Northern Finland; 66°N) and maintained in the laboratory under diapause-preventing conditions (continuous light, 19°C) since summer 2003. In this isofemale line 98-100% of the female flies will reach sexual maturity (i.e., will not enter diapause) in continuous light (L:L) while in a light dark (L:D) cycle of 16:8 97% of them will enter reproductive diapause at 16°C (Salminen et al., unpublished). Female flies for the present study were collected under a light CO_2 _anaesthesia within one day after their emergence, i.e. before the photoperiodic induction of diapause occurred (Salminen *et al*., unpublished). One day old flies (three replicates, each including 13 flies) were transferred straight from the culturing conditions into liquid nitrogen for RNA extractions. The rest of the females were placed in vials (13-15 flies per vial) containing 7 ml of yeast-sucrose-agar medium [19] with about 5 mg of yeast sprinkled on top of the medium. The samples of reproducing females were obtained by maintaining the vials in a climate chamber in continuous light (24:0; diapause preventing conditions) for 14 days. Samples of diapausing females were obtained by keeping the vials in a climate chamber in a L:D cycle of 16:8 (diapause inducing conditions) for the same time period. The temperature in both chambers was 16 ± 1°C; lower temperatures were not used to avoid cold acclimation. Three sets of 13 females representing the two groups (reproducing/diapausing) were snap-frozen in liquid nitrogen immediately after collecting them from the climate chambers during a light period (two to three hours after lights went on in 16:8 light dark cycle). Flies were then stored at -84°C for RNA extractions.

### Designing a candidate gene DNA microarray for D. montana

The species-specific candidate gene microarray constructed for *D. montana *included 101 genes (Additional file 1) known to affect diapause (7 genes), phototransduction (25 genes), courtship behaviour (14 genes) and circadian clock (26 genes), as well as responses to cold (2 genes) and heat (27 genes) in *D. melanogaster*. The genes were selected from the *D. melanogaster *genome [20] using FlyBase gene ontology searches on biological response [21]. The most conserved regions of the candidate genes were indentified by aligning the exon regions of the *D. melanogaster *gene to their orthologs in *D. virilis *with Blat search in UCSC Genome Bioinformatics database [22]. *D. virilis *was chosen as a reference species, as it belongs to the same species group as *D. montana *and has its whole genome sequenced (Agencourt Bioscience Corporation).

The primers for the candidate genes of *D. montana *were designed for one to three unique 200-500 bp regions with Primer3 program [23] or manually, using information on the gene alignments mentioned above (primer sequences are available from the authors upon request). The gene sequences of *D. montana *were amplified with PCR and sequenced using both DNA and cDNA as a template to observe possible intron regions. The sequenced gene regions of *D. montana *were checked against *D. melanogaster *annotated genes and the genome sequences of *D. melanogaster *and *D. virilis *in FlyBase to ensure that they represented right genes and did not have homology to any other regions of the genome. Next, an online program e-Array 5.3 (Agilent) was used to design one to four 60 bp oligonucleotide probes per gene using exon regions. Finally, the probes were synthesized in situ with liquid chemistry and arrayed on an "Agilent 60-mer Multi-Pack Gene Expression Microarray" platform with one-colour system.

### Preparing the RNA samples for the microarray

The three samples for the microarray experiments included young females ("young"), 14 days old females cultured under diapause-preventing ("reproducing") and 14 days old females cultured under diapause-inducing conditions ("diapausing"). Total RNA was extracted from the whole body of 13 individuals per sample with three replicates per sample. Qiagen RNA extraction kit with RNase-Free DNase treatment was used according to the manufacturer's protocols (Qiagen). The RNA was purified using Qiagen RNAeasy purification kit and the concentration and the purity of each sample was measured with NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). 350 ng of total RNA from each sample was amplified and Cy3-labeled with Agilent's Low RNA Input Linear Amplification Kit PLUS (One Color) and processed together with Agilent's One-Colour RNA Spike-in Kit. The RNA/cRNA concentration (and also specific activity for cRNA) was checked with Nanodrop ND-1000 and the RNA/cRNA quality with BioRad's Experion electrophoresis station, both before and after the amplifications. 600 ng of each cRNA sample was hybridized to Agilent's 8 × 15K *D. montana *custom arrays with Gasket slide at 65°C overnight (17 h) using Agilent's Gene Expression Hybridization Kit and washed with Agilent's Gene Expression Wash Pack and Stabilization and Drying solution. Arrays were scanned with Agilent Technologies Scanner (model G2505B) and numerical results were extracted with Feature Extraction version 9.5.3.1 using 018413_D_F_20071204 grid, GE1-v5_95_Feb07 protocol and GE1_QCM_Feb07 QC metric set.

In addition to the 101 candidate genes we placed on our chip, we used seven genes, *Ef1α48D, eIF-4a, Gapdh1, Gapdh2, RpL11, RpL19 *and *RpL27A*, which have been used as control genes in *Drosophila *whole genome microarrays (GeneChip Drosophila genome 2.0 Array, Affymetrix, 2006). These genes were added on the chip to select the best control genes for microarray validation with qRT-PCR analysis.

### Statistical analysis

The microarray contained 197 unique probe sequences representing 101 candidate genes and seven housekeeping genes. 

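On each array, 236 of the 772 features held experimental probes. These were 208 distinct probes, of which 28 were spotted as 2 copies. The values given beside the results rest on 197 of them. Of the 11 probes left out, 4 were designed for *Actin42A* and *Histone 3.3A*, which are not among the 108 genes, and 7 repeated genes that other probes already covered. Of the 108 genes, 42 had 1 probe, 49 had 2 probes, 12 had 3 probes and 4 had 4 probes, while *cac* had 5 probes.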

Some of the probes had two copies per array, in which case the averages of their signals were calculated. The Agilent control probes included 77 negative control probes and 200 spike-in probes (10 different probe types, each represented by 20 copies per array). 

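The mean raw signal of the negative control spots lay between 54.1 and 68.1 on the 9 arrays. Their SD was between 2.20 and 12.7 on 8 of the arrays and 20.4 on the array of reproducing replicate 40. Feature Extraction marked between 7 and 31 of the 200 spike-in spots per array as outliers, and these spots were left out of the normalization.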

The raw images of the microarray were processed with Agilent's Feature Extraction software and further analyzed using R statistical analysis software (R Foundation for Statistical Computing) and related Bioconductor analysis package [24].

Data from small custom arrays cannot be normalized using traditional normalization methods developed for the whole genome arrays, because the common assumption of an unbiased trend of up and down-regulated genes and on the modulation of a small proportion of genes may not hold. There are, however, several alternative methods for small custom arrays [see [25]]. Variance stabilizing normalization method (VSN, [26]) using spike-in controls performs best with the small data sets, as it can be parameterized to allow up to 50% of the genes to be modulated [27]. In our data set this allowed all the experimental probes (representing about half of the probes) to be modulated between sample groups (the spike-in probes not expected to modulate formed the second half). Accordingly, microarray data were normalized within the groups and across all samples using the VSN method. The statistical analyses were carried out using Bioconductor related Limma package [24] and the differentially expressed genes in each comparison were selected requiring a strict selection criteria of fold-change > 2.0 and false discovery rate (fdr) < 0.05. The false discovery rates were calculated using the Benjamini and Hochberg's method as implemented in the Limma package.

### Quantitative real time PCR (qRT-PCR)

Expression changes in six of the 24 genes that showed up- or downregulation on the microarray were validated with qRT-PCR. The genes represent all the main categories based on their function in *D. melanogaster *(diapause, phototransduction, courtship behaviour, circadian clock, and cold and heat tolerance, Additional file 1). Primers for these genes (Table 1) were the same as those used in the microarray experiment, except in the case of *Dca *and *cpo *genes for which the original PCR product was too long to be used in qRT-PCR analysis. Samples of diapausing, reproducing and young females were collected as described earlier and cDNA was generated by reverse transcription with iScript cDNA kit (Bio-Rad) from newly made RNA extractions. RNA was exracted as described earlier and the purity of each sample was measured with NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). *Ef1α48D*(*Elongation factor 1 aplha 48D*) was used as reference gene for comparisons of diapausing and reproducing flies and *eIF-4a *(*Eukaryotic initiation factor*4a) gene was used in comparison of diapausing or reproducing females to young females. These genes were selected on the basis of their expression stability among all the control genes (i.e. housekeeping genes) tested in the microarray analysis. 

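Of the 7 housekeeping genes, limma called 0 as changed in any of the 3 comparisons at an adjusted p under 0.05 and a fold change over 2. At an unadjusted p under 0.05, 2 of them (*Gapdh1* and *RpL19*) were lower in reproducing than in young females, with log2 fold changes of -1.50 and -1.30 (both limma, Benjamini-Hochberg adjusted p = 0.196). Over the 6 arrays of diapausing and reproducing females, the SD of the normalized log2 value was 0.41 for *RpL27A*, 0.54 for *Ef1α48D* and for *Gapdh2*, 0.57 for *eIF-4a* and 1.15 for *Gapdh1*, the highest of the 7. *Gapdh1* was at 12.66 on reproducing replicate 40, against 15.11 and 14.76 on the other reproducing arrays. Without that array, and with several other normalizations, *RpL19* had the highest SD instead. The probe taken for *RpL27A* is named *Rps27A* on the array, and which of the 2 genes it measures was not settled here. In the comparisons with young females, the mean of the 2 SDs was 0.35 for *Ef1α48D*, 0.36 for *RpL27A*, 0.40 for *Gapdh2* and 0.42 for *eIF-4a*. The order depended on the normalization: over 13 settings *Ef1α48D* ranked between 2 and 6 in the SD over diapausing and reproducing females, and *eIF-4a* ranked between 1 and 4 in the comparisons with young females.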

Amplification efficiency of each primer pair was checked with serial dilutions of cDNA (data not shown) and the real efficiency values (all with E-values > 90% and R^2^-values > 0.980) were used in the analysis. Real time PCR analysis was performed in 25 μl reactions containing SYBR Green SuperMix (BioRad), 0.3 μM of each gene-specific primer and 1 μl of cDNA solution. Cycling conditions in BioRad CFX96 instrument were 95°C for 3 min, followed by 40 cycles of denaturing at 95°C for 10 sec and annealing at 54°C for 30 sec and extension at 72°C for 30 sec. Fold change relative to the expression of the sample genes and reference genes was calculated using normalized expression (ΔΔ(Ct)) method with default threshold values using CFX Manager Software which will give the same result as the Pfaffl method [28] when using one target and one reference gene [29]. Two to three biological replicates (each mixture of 13 individual flies) were analyzed in each of the comparisons and the purity of the PCR reactions was checked with the melting curve analysis after amplification. Independent-samples t-test (SPSS 13 for windows, SPSS Inc.) was used to test the statistical significance of normalized gene expression in different comparisons.

**Table 1:** Primer pairs used in the qRT-PCR. See text for details in primer design

Gene ID	Biological function	Primers (5' - 3')
*cpo*	Diapause	5' - AGTCACAGTCGCACGAGTCAA - 3' 5' - TTCACGGAGTCCATGCTCTGT - 3'
*FKBP59*	Phototransduction	5' - GCTCCAAACTACGCTTACGG - 3' 5' - CGCTTTTTATCGCTTGGTTC - 3'
*tilB*	Courtship behavior	5' - GTCGCGATCTCAAGATCCT - 3' 5' - TGCGGATAATCGACACACG - 3'
*Fmr1*	Circadian rhythm	5' - CCATTCTTGCCAATCACCTT - 3' 5' - GTGTGCGCGAAGATCTCAT - 3'
*Dca*	Cold tolerance	5' - CAGAACAAGACGTACAGGAC - 3' 5' - TCATCGCCAATGTAGCGCAT - 3'
*Hsp26*	Heat tolerance	5' - CATCGGAGGACAGAGAGGAG - 3' 5' - ATTGTCCACCACCTTGACGT - 3'

## Results

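RNA from the whole bodies of 13 females per sample was hybridized to 9 one-colour arrays, 3 for each of the groups of diapausing, reproducing and young females. Diapausing females were 14 days old and had 16 h of light per day at 16°C, reproducing females were 14 days old and had 24 h of light at 16°C, and young females were 1 day old and were kept in 24 h of light at 19°C. The 14-day-old females had 5 mg of yeast per vial according to the paper and 1 mg according to the sample labels. The sample labels name the groups by abbreviations only, and the groups were read from these. Each of 3 slides held 1 array of each group. The authors deposited the scanner output of each array, in which a spot has a mean intensity, a local background and an intensity after background subtraction, none of them scaled between arrays. Here the mean intensity was used, outlier spots were left out (3 experimental spots in all), copies of a probe were averaged, and variance stabilizing normalization (VSN) was fitted on the experimental and spike-in probes together with a trimming quantile of 0.5. VSN was written anew for this purpose from its published model. The probes of a gene were averaged on the log2 scale, and the 108 genes were tested with limma over all 9 arrays, with Benjamini-Hochberg adjustment. A gene was called at a fold change over 2 and an adjusted p under 0.05. Of the 197 probes, between 129 and 147 (median 134) were well above background on the arrays of diapausing females, between 120 and 142 (median 140) on those of reproducing females and between 134 and 136 (median 136) on those of young females. The probes of 14 genes were not well above background on any array. Where a gene was not well above background on any array of one group, its fold change is given as a lower bound, for which each array of that group was set to at least the lowest normalized value of a probe well above background on it. With 3 arrays per group, the number of arrays limits the precision. In data simulated from these arrays with 20 of the 108 genes changed 4-fold and the measured spread between replicates, 67.8% of the changed genes of the brighter part and 1.38% of those of the dimmer part were called in the comparison of diapausing with reproducing females. The fitted log2 fold changes were 67.2% and 16.6% of the true ones (medians). In these simulations the changes of dim genes were understated most. The simulated spread was drawn for each gene separately, while on some of the real arrays many probes moved together. The shares may therefore not hold for the real arrays.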

The microarray protocol used in the present study proved to be both reliable and repeatable. Experimental probe intensities of the raw data on the microarray were highly correlated between the three replicates of each of the three female samples (median Pearson's correlation = 0.885). 

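Pearson's correlation of the raw mean intensities was computed across the 197 probes for each of the 9 pairs of arrays within a group. Its median was 0.969, and it ranged from 0.799 to 0.994. The 3 pairs of diapausing females gave correlations between 0.943 and 0.986 (median 0.962) and the 3 pairs of young females between 0.978 and 0.994 (median 0.989). Among reproducing females, replicates 22 and 23 had a correlation of 0.969, while replicate 40 had a correlation of 0.886 with replicate 22 and of 0.799 with replicate 23. Without reproducing replicate 40 the median was 0.978 and the lowest value 0.943. The median was 0.984 on log2 intensities, 0.978 on the background-subtracted intensities and 0.962 as Spearman's correlation. Probes are not independent replicates, and a few bright probes weigh heavily in a correlation on the linear scale.

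**Figure D1:**
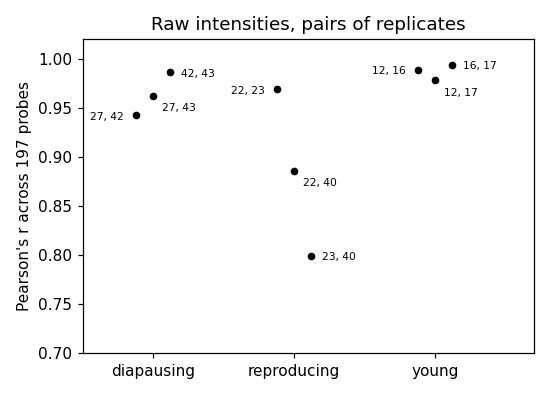
Pearson's correlation (y axis, starting at 0.7) of raw mean intensities across 197 probes for each pair of arrays within a group (x axis). Each point is 1 pair, labelled with its 2 replicate numbers. The lowest points, 0.799 and 0.886, are the pairs with reproducing replicate 40.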

Correlations between the 'technical replicates' (RNA from three samples of diapausing females hybridized on arrays at two different hybridization times) were even higher (Pearson's correlations > 0.990), indicating high repeatability and low technical variation. The microarray data has been deposited in NCBI's Gene Expression Omnibus [30] and are accessible through GEO Series accession number GSE18475 and GPL accession number GPL9293.

### Up- and down-regulation of candidate genes in microarray

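With VSN and limma as described for the arrays, 10 of the 101 candidate genes were called in at least 1 of the 3 comparisons: *cpo, Dca, Ddc, Hsp26, ninaD, shakB, slo, so, stv* and *tilB*. The comparison of diapausing with reproducing females gave 1 called gene, that of diapausing with young females 2 and that of reproducing with young females 9, of which 2 were higher and 7 lower in reproducing females. The counts at an unadjusted p under 0.05 were 9, 11 and 23 genes. Adjusted over the list alone, that is over the 101 candidate genes without the housekeeping genes, the counts were 1, 3 and 9. The values of the 3 arrays of one group did not overlap with those of the other for 11, 19 and 29 genes, where chance gives 10% of the genes. The setting that moved these counts most was the background-subtracted signal scaled to the 75th percentile of each array, which called 9, 8 and 20 genes and 26 in at least 1 comparison, all 10 named genes among them. It moved the median log2 fold change of all genes from -0.03 to 0.27 (diapausing against reproducing), from -0.39 to 0.32 (diapausing against young) and from -0.14 to 0.10 (reproducing against young). With it, 55% of the genes called between reproducing and young females were higher in reproducing females, against 22.2% with VSN. With slide as a block, 0, 0 and 4 genes were called (6, 14 and 21 at an unadjusted p under 0.05). Each array was also left out in turn: limma called 0 genes in any comparison without young replicate 16 (8, 10 and 14 at an unadjusted p under 0.05) or without young replicate 17 (7, 10 and 16), 4 without reproducing replicate 23 and 18 without diapausing replicate 27.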

Comparison between diapausing, reproducing and young *D. montana *females revealed significant expression changes in 24 of the 101 candidate genes on the microarray (Fig. 1). We were most interested in genes showing differential expression in diapausing females versus reproducing females. In this comparison the diapausing females showed up-regulation in only one gene, *Drosophila cold acclimation *gene (*Dca*), and down-regulation in 15 genes. 

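*Dca* (CG7390), which was represented by 4 probes, had a log2 fold change of 1.65 (SE 0.29, adjusted p = 0.0420, limma with Benjamini-Hochberg adjustment) in diapausing against reproducing females, a fold change of 3.14. All 4 probes were higher in diapausing females, with log2 fold changes between 0.60 and 2.33. The call was kept in 8 of 14 processing alternatives, with adjusted p-values between 9.5e-04 and 0.255 over the 14. With arrays left out in turn it was kept only without diapausing replicate 27 or reproducing replicate 22. The other 7 gave adjusted p-values between 0.0731 (without reproducing replicate 40, log2 fold change 1.41) and 0.188 (without reproducing replicate 23, log2 fold change 1.69). All of the 15 genes given by the paper as down-regulated had lower fitted values in diapausing females, with a median log2 fold change of -0.67 and a range from -1.87 to -0.05, but limma called 0 of them after adjustment. At an unadjusted p under 0.05, 4 of the 15 were lower (*FKBP59, tilB, slmb* and *tws*). The log2 fold change was -1.87 (SE 0.53) for *FKBP59*, -1.76 (SE 0.53) for *tilB*, -1.74 (SE 0.55) for *slmb* and -1.27 (SE 0.38) for *tws*, with adjusted p-values between 0.260 and 0.268. Of 14 processing alternatives, *FKBP59* was called in 6 (adjusted p over the 14 from 9.5e-04 to 0.493), *slmb* in 4 (0.0172 to 0.493), *tws* in 2 (0.0190 to 0.544), *tilB* in 1 (0.0265 to 0.493) and *CkIIα* in 1 (0.0387 to 0.730). Without diapausing replicate 27, *slmb* (adjusted p = 0.0239), *tilB* and *tws* (both 0.0243) were called, while the highest values with another array left out were 0.769. *tilB* was well above background on 2 of the 3 arrays of diapausing females, and *Fmr1* on none. The sign changed in at least 1 processing alternative for *CG7650*, *Fmr1*, *Cdk9*, *cac* and *dco*.

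**Figure D2:**
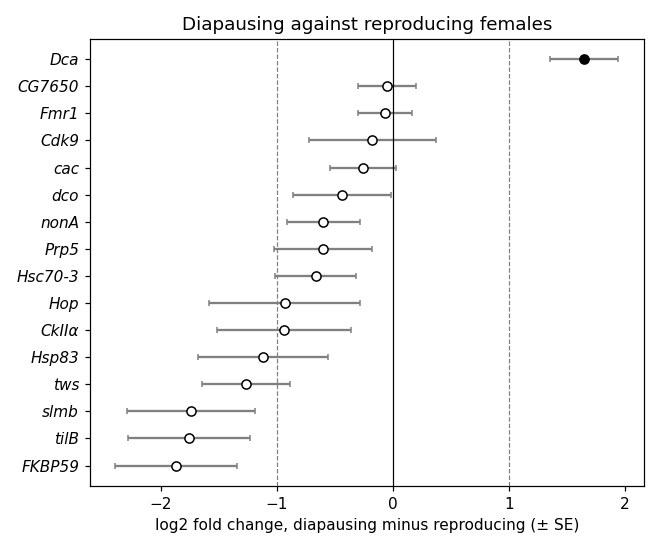
Log2 fold change in diapausing against reproducing females (x axis) for *Dca* and 15 genes given as down-regulated (y axis). Points are limma estimates from 3 arrays per group, bars are 1 SE, the filled point is the gene called, and dashed lines mark a fold change of 2 in either direction. *Dca* lies at 1.65 and the 15 genes between -1.87 and -0.05, with 5 of them beyond the lower dashed line.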

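In diapausing against reproducing females, the log2 fold changes of *cac, nonA, CkIIα, dco, Hop, Hsc70-3* and *Hsp83* were between -1.12 (*Hsp83*) and -0.26 (*cac*), with limma adjusted p-values between 0.640 and 0.708. None of the 7 was called. Of the 5 probes of *cac*, 3 were not well above background on any array of these 2 groups. Among *shakB, Ddc, e, slo* and *so*, the log2 fold changes between diapausing and reproducing females were small, from 0.03 (*e*) to 0.44 (*Ddc*), with adjusted p-values between 0.705 and 0.939. Against young females, all 5 were lower in both groups of 14-day-old females. Diapausing females had called log2 fold changes for *Ddc* (-2.09, adjusted p = 0.0444) and *slo* (-1.67, adjusted p = 0.0333), while *shakB* (-1.94, adjusted p = 0.0579), *so* (-1.31, adjusted p = 0.0612) and *e* (-0.58, adjusted p = 0.378) were not called, and the sign of *e* changed with the normexp background correction and 75th percentile scaling. Of 14 processing alternatives, *shakB* was called in 3 (adjusted p over the 14 from 0.0074 to 0.502) and *so* in 2 (0.0390 to 0.573). Without reproducing replicate 40 both were called (0.0427 and 0.0312), and *shakB* also without young replicate 12 (0.0364). The calls of *Ddc* and *slo* were lost when slide was a block (both adjusted p = 0.0918) and when any one of 6 arrays was left out, the highest adjusted p-values being 0.261 and 0.209 without young replicate 16. Over 14 processing alternatives, the adjusted p-values ranged from 0.0074 to 0.0918 for *Ddc* and from 0.0070 to 0.504 for *slo*. Reproducing females had called log2 fold changes for *Ddc* (-2.53, adjusted p = 0.0102), *slo* (-1.94, adjusted p = 0.0102), *shakB* (-2.08, adjusted p = 0.0267) and *so* (-1.41, adjusted p = 0.0267), and *e* was not called (-0.61, adjusted p = 0.196). None of these 4 calls was kept without young replicate 16 (adjusted p between 0.0512 and 0.119) or without young replicate 17 (between 0.0549 and 0.130). Those of *shakB* and *so* were also lost without reproducing replicate 40 (adjusted p = 0.0697 and 0.0681). *shakB* was also lost without reproducing replicate 23 (0.0568) and *so* without reproducing replicate 22 (0.0529). Of the 14 alternatives, *Ddc* was called in 14 (adjusted p from 0.0012 to 0.0317), *slo* in 12 (0.0014 to 0.191), *shakB* in 10 (0.0087 to 0.0811) and *so* in 9 (0.0092 to 0.191). *slo* and *shakB* were well above background on 2 of the 3 arrays of reproducing females.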

Down-regulation of seven of the genes (*cac, nonA, CkIIα, dco, Hop, Hsc70-3, Hsp83*) was specific to diapause state (they only appeared in the comparison between diapausing and reproducing females) while in five genes (*shakB, Ddc, e, slo, so*) the expression changes were linked with the age of the females rather than with their reproductive status (Fig. 1). One additional gene, *couch potato *(*cpo*), which is known to affect diapause in *D. melanogaster *(see Discussion), showed a significant down-regulation in diapausing and reproducing females compared to young females and a marginally significant (FC = 1.8 and p = 0.055) up-regulation in diapausing females compared to reproducing females. 

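For *cpo* (CG31243), the mean of its 2 probes was 1.52-fold higher in diapausing than in reproducing females (log2 fold change 0.60, SE 0.25, limma adjusted p = 0.513) and 1.86-fold lower in diapausing than in young females (log2 fold change -0.89, adjusted p = 0.101). It was 2.82-fold lower in reproducing than in young females (log2 fold change -1.50, adjusted p = 0.0102), and this difference was called. For diapausing against reproducing females, the adjusted p-values over 14 processing alternatives ranged from 0.0546 (75th percentile scaling, log2 fold change 1.34) to 0.677, and none called the gene. For diapausing against young females, 1 of the 14 called it, the one with the brightest probe standing for the gene, and the log2 fold change was -0.06 with the 75th percentile scaling. The call for reproducing against young females was lost without young replicate 16 (adjusted p = 0.0512), without young replicate 17 (0.0549) and in 1 of the 14 alternatives, the normexp background correction with 75th percentile scaling (0.0534; range over the 14 from 0.0014 to 0.0534). One of the 2 probes was well above background on a single young array and on no array of the other groups, and averaging it in lowers the fold changes.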

Eigth of the 15 genes *(CG7650, FKBP59, tilB, tws, Fmr1, slmb, Prp5, Cdk9) *that were down-regulated in diapausing females when compared to reproducing females showed down-regulation also in young females when compared to reproducing females. 

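Of the 8 genes, 6 were higher in reproducing than in young females, and for *CG7650* and *Fmr1* no fold change is given. *tilB* (CG14620) was the only one of them that limma called, with a log2 fold change of 2.60 (SE 0.53, adjusted p = 0.0253). It was not well above background on any array of young females, which makes the mean difference at least 4.30-fold with this normalization and at least 3.39-fold without reproducing replicate 40, the lowest with an array left out. Over 14 processing alternatives the fitted fold change of *tilB* ranged from 2.65 to 18.8, so the bound does not hold under each of them. It was called in all 14, and lost without reproducing replicate 22 (adjusted p = 0.0529), reproducing replicate 23 (0.0568), young replicate 16 (0.0885) or young replicate 17 (0.127). The log2 fold changes were 1.28 for *slmb* (adjusted p = 0.202), 0.88 for *FKBP59* (adjusted p = 0.356), 0.82 for *tws* (adjusted p = 0.263), 0.53 for *Cdk9* (adjusted p = 0.642) and 0.31 for *Prp5* (adjusted p = 0.745). Of the 14 alternatives, *slmb* was called in 4 (adjusted p from 0.0027 to 0.276), *FKBP59* in 2 (0.0052 to 0.401) and *tws* in 1 (0.0058 to 0.397). *CG7650* (adjusted p = 0.539) was not well above background on any array of young females. The sign of *Fmr1* (adjusted p = 0.992) changed in 12 settings, fits with an array left out included, and none of its 3 probes was well above background on more than 1 array of a group.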

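In reproducing against young females, *Hsp26* (CG4183, 1 probe) had a log2 fold change of 3.49 (SE 0.77, limma adjusted p = 0.0267). It was well above background on the 3 arrays of reproducing females and on none of young females, so that the mean was at least 8.90-fold higher in reproducing females with this normalization and at least 7.08-fold higher without reproducing replicate 40, the lowest with an array left out. Over 14 processing alternatives the fitted log2 fold change of *Hsp26* ranged from 2.30 to 5.55. The call was lost with slide as a block (adjusted p = 0.0517; range over the 14 from 0.0012 to 0.0517) and when any array of these 2 groups was left out, with adjusted p-values up to 0.130 (without young replicate 17). *Hsp20* (CG4461, 3 probes) had a log2 fold change of -1.37 (SE 0.40, adjusted p = 0.0842) and was not called, although the arrays of the 2 groups did not overlap. All 3 of its probes were lower in reproducing females. It was called in 3 of the 14 alternatives, with adjusted p-values over the 14 between 0.0260 and 0.234.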

The last two genes, *Hsp20 *and *Hsp26*, were expressed only when reproducing females were compared to young females (Fig. 1).

**Figure 1:**
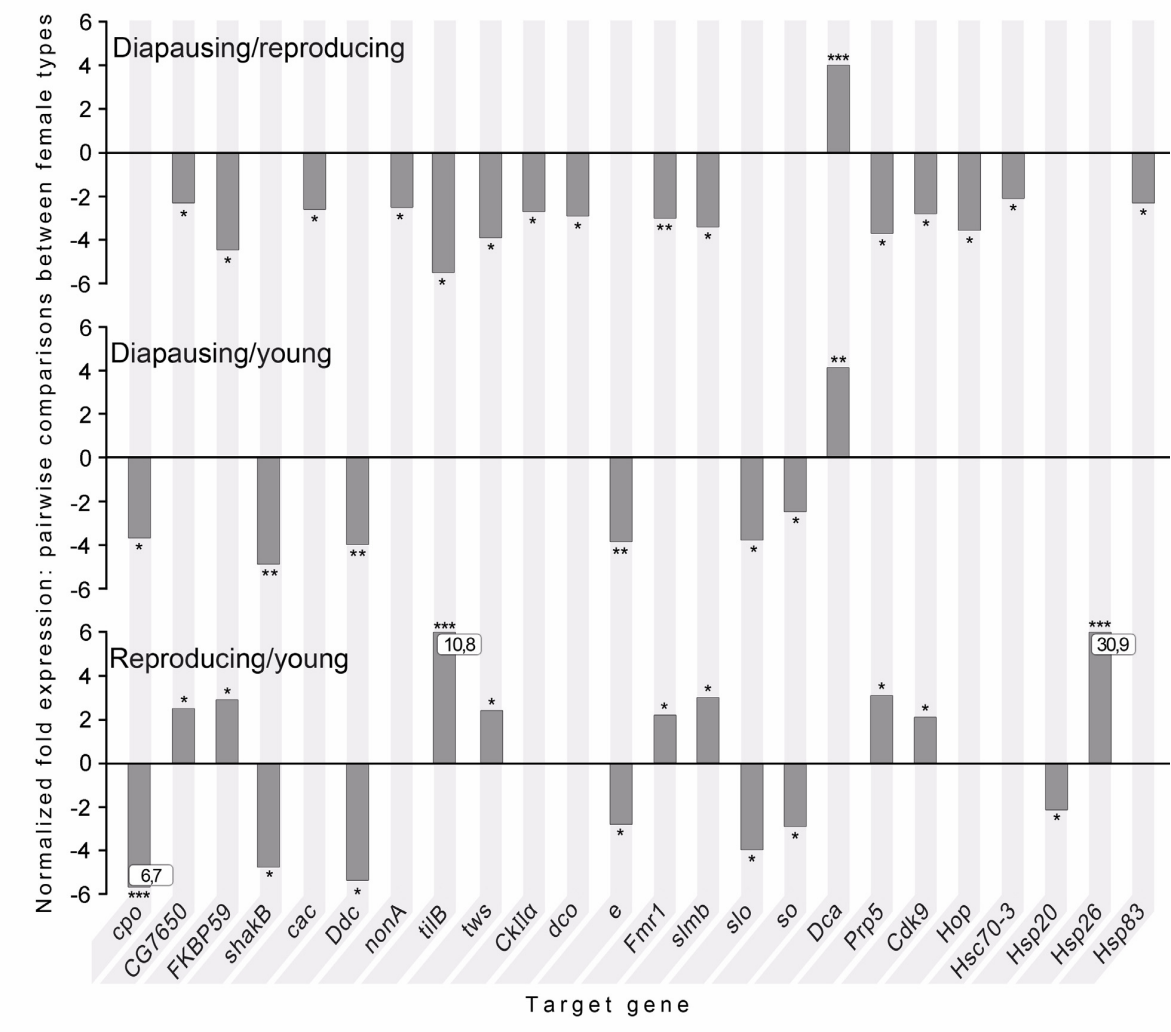
**Normalized fold expression of the candidate genes in microarray analysis**. Normalized fold expression of the candidate genes in diapausing females compared to reproducing females, in diapausing females compared to young females and in reproducing females compared to young females in microarray analysis. Up-regulation is shown with the positive values and down-regulation with the negative values on y-axis. Significance levels: *0.05 > P > 0.01, **0.01 > P > 0.001, ***P < 0.001. In *cpo *gene down-regulation and in *tilB *and *Hsp26 *genes up-regulation was more than 6-fold and is indicated with numbers in the boxes.

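When the probes were tested one by one, the *cpo* probe that was well above background on all 9 arrays was 7.38-fold lower in reproducing than in young females, with a log2 fold change of -2.88 (limma adjusted p = 0.0026). It also was lower in diapausing than in young females (log2 fold change -1.51, adjusted p = 0.0495) and higher in diapausing than in reproducing females (log2 fold change 1.38, SE 0.33, adjusted p = 0.130). The dim probe had log2 fold changes of -0.11, -0.28 and -0.17 in the same order. *tilB* and *Hsp26* had 1 probe each.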

### Confirmation of microarray results with qRT-PCR

Changes in the function of six genes, *cpo *(diapause), *FKBP59 *(phototransduction), *tilB* (courtship behaviour), *Fmr1 *(circadian clock), *Dca* (cold tolerance) and *Hsp26 *(heat tolerance), showing differential expression between at least two of the three female developmental stages in the microarray analysis were confirmed with qRT-PCR (we made altogether 12 comparisons). All the tested genes showed expression changes in the same direction in qRT-PCR as in the microarray analysis, even though the magnitude and statistical significance of changes differed between the two methods in half of the cases (Additional file 2). Comparisons between the diapausing and reproducing females showed significant up-regulation in diapausing females in *cpo *and *Dca *and down-regulation in *tilB*, while in *Fmr1 *and *FKBP59 *the expression difference remained non-significant (Additional file 2, Fig. 2). In the case of *cpo *it is worth to note that qRT-PCR revealed significant differences both in comparisons of diapausing and reproducing and reproducing and young females while in microarray analysis the difference between diapausing and reproducing females was marginally non-significant (p = 0.055).

**Figure 2:**
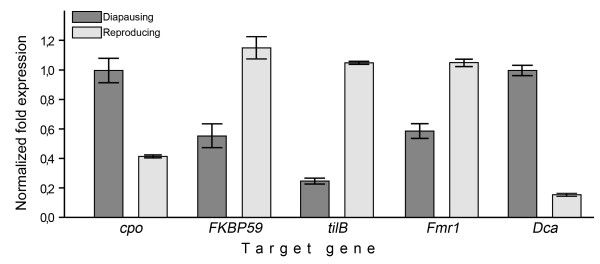
**Normalized fold expressions of candidate genes in qRT-PCR analysis**. Normalized fold expressions and standard deviations of *cpo, CG7650, tilB, Fmr1 *and *Dca *genes in diapausing and reproducing females in qRT-PCR analysis.

## Discussion

### Feasibility of a candidate gene array for detecting evolutionary interesting genes in non-model organisms

Gene expression studies have previously been performed for genetically less well-known *Drosophila *species using microarrays constructed for *D. melanogaster*, but due to high levels of genetic divergence between *D. melanogaster *and the species under investigation (usually several My), these kinds of data may be difficult to interpret and may lack reliability [e.g. [31]]. Another solution with non-model organisms is to prepare custom microarrays or to trace changes in gene expression via transcriptome analyses [e.g. [32]]. Both of these methods are feasible, but they are still quite expensive and difficult to analyze when genome information is incomplete. We decided to create a candidate gene microarray for *D. montana *to survey the genes underlying the life-history traits important in reproductive diapause in a model Drosophila species. The used multi-pack gene expression microarray with one-colour system provides a possibility to compare several (up to eight) samples with each other on one chip, and thus is cost-effective and appropriate for ecological study designs. The most substantial restriction in a candidate gene microarray is that it gives information only on a limited number of genes. However, new genes can be added to new versions of the array once detected in model organisms or found in the study species e.g. through transcriptome or QTL analyses. Recently published work on gene expression during *D. melanogaster *egg development before and after reproductive diapause indicated several genes connected to diapause behaviour [33] worth of adding to our array.

### Changes in gene expression pattern linked with reproductive diapause

Emerson *et al*. have argued that the incidence of diapause is determined by genes in three successive modules, photoperiodism, hormonal events and the diapause itself and an extra module, circadian clock, which can potentially affect diapause through any of the other three [34]. The present study design has allowed us to detect gene expression changes mainly in the hormonal and diapause modules.

The most interesting findings in our study were the up-regulation of *Dca *gene in diapausing females when compared to reproducing and young females and the expression changes in *cpo *gene between the three female types. 

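The normalized log2 value of *Dca* was 11.85 ± 0.44 (SD, n = 3 arrays) in diapausing, 10.20 ± 0.33 (n = 3) in reproducing and 10.50 ± 0.15 (n = 3) in young females. The 3 diapausing arrays, at 11.57, 11.63 and 12.36, all lay above the highest of the other 6 arrays, 10.60. Against young females the log2 fold change was 1.35 (SE 0.29, limma adjusted p = 0.0528), a fold change of 2.55, which was not called. It was called in 9 of 14 processing alternatives, with adjusted p-values over the 14 between 0.0019 and 0.0918, and without reproducing replicate 40 (0.0312), an array outside this comparison that enters the shared estimate of the spread. The normalized log2 value of *cpo* was 7.90 ± 0.15 (SD, n = 3) in diapausing, 7.30 ± 0.11 (n = 3) in reproducing and 8.80 ± 0.39 (n = 3) in young females, and the arrays of no 2 groups overlapped.

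**Figure D3:**
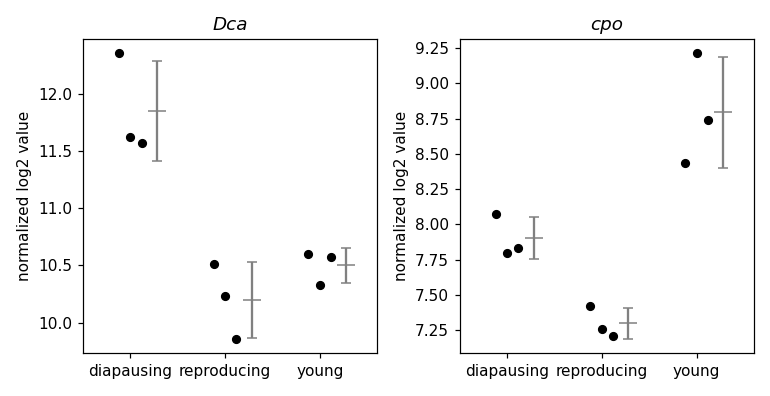
Normalized log2 values (y axes, which do not start at 0) of *Dca* (left) and *cpo* (right) in the 3 groups of females (x axes). Black points are single arrays, and grey bars are the mean ± SD of 3 arrays. For *Dca* the diapausing arrays (11.57 to 12.36) lie above all others, and for *cpo* the group means are 7.90, 7.30 and 8.80.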

*Dca *(also called *smp-30*, according to its mammalian homologue) has been suggested to be associated with Ca^2+ ^regulation [35], and it may play a role in maintaining Ca^2+ ^content during cold exposure [36]. In *D. melanogaster *the expression level of this gene has been found to increase during 1-2 day cold acclimation in 15°C [36] and to decrease during recovery after cold treatment in 0°C [37,38]. Expression level of *Dca *has also been found to increase with age in *D. melanogaster *[36], contrary to the situation in some mammal species [35]. In our study, the high expression level of *Dca *in diapausing females may be connected to female cold tolerance, which is known to increase during diapause in *D. montana *(L. Vesala, unpublished). The fact that *Dca *showed no expression changes between the reproducing and young females suggests that the detected transcriptional changes may not be connected to fly aging. 

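In reproducing against young females, *Dca* had a log2 fold change of -0.30 (SE 0.29, limma adjusted p = 0.610), about as large as its standard error. The arrays of the 2 groups overlapped, since reproducing replicate 22 (10.52) lay above young replicate 16 (10.33). The gene was not called in any of 14 processing alternatives, in which the log2 fold change ranged from -0.40 to 0.23. From the absence of a change in *Dca* between reproducing and young females, the paper proposes that the changes it detected may not be connected to aging of the flies.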

The *cpo *gene has been suggested to play an important role in diapause in *D. melanogaster *[e.g. [39]]. This gene could provide a link between the insulin signaling pathway and the downstream hormones involved directly in the regulation of vitellogenesis [34]. *cpo *is expressed in the peripheral and central nervous system of *Drosophila *embryos, larvae, and adults [40] and was originally named "couch potato" because several partial loss-of-function alleles of this gene cause hyperactive behavior in *D. melanogaster *[40]. *cpo *is also known to be involved in the latitudinal cline of diapause behavior in *D. melanogaster *[39]. In our study, *cpo *was highly down-regulated in diapausing and reproducing females, when compared to young females and it also showed significant up-regulation in diapausing females when compared to reproducing females in qRT-PCR analysis (in microarray analysis the last comparison gave a marginally significant p-value). These findings suggest that *cpo *could play a role in diapause in *D. montana*.

Another interesting group of genes in the scope of the present study are the seven genes down-regulated in diapausing females, but not in young females, when compared to reproducing females. Two of these genes, *Casein kinase alpha II subunit *(*CkIIα*) and *discs overgrown* (*dco*) have been listed as circadian rhythm genes in FlyBase (see Additional file 1) and they may be involved in several biological processes such as locomotor activity or mating behavior [41], which might explain their low expression in diapausing females. 

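In reproducing against young females, none of *cac, nonA, CkIIα, dco, Hop, Hsc70-3* and *Hsp83* was called by limma. The log2 fold changes were -0.21 for *cac*, 0.09 for *CkIIα*, -0.06 for *dco*, 0.25 for *Hop*, -0.07 for *Hsc70-3* and 0.62 for *Hsp83*, and the adjusted p-values of the 7 genes lay between 0.308 (*nonA*) and 0.934. *nonA* was not well above background on any array of young females. Its brightest probe, well above background on 1 reproducing array, had a mean at least 1.62-fold higher in reproducing females. The normalized log2 value of *nonA* was 5.98 on reproducing replicate 40, against 5.22 and 4.84 on the other reproducing arrays. On the young arrays it was between 4.68 and 4.79. With 1 reproducing array above background, the bound may come from that array alone and is not shown for the group. The change in diapausing less that in young females, both against reproducing females, is the comparison of diapausing with young females. In it limma called 0 of the 7 genes (0 at an unadjusted p under 0.05, adjusted p between 0.378 and 0.952), and *Hsc70-3* without diapausing replicate 27.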

Two genes, *no on or off transient-A *(*nonA*) and *cacophony *(*cac*), have been found to affect courtship behavior and male courtship song in *D. melanogaster*[42]; *nonA *gene is also known to regulate other genes and have pleiotropic effects on fly vision [43], whereas *cac *is known to be involved in adult locomotor behavior [44], phototransduction and visual behavior [45]. Finally, the three last genes down-regulated only in diapausing females were the heat shock protein genes *Hsp70/Hsp90 organizing protein homolog *(*Hop*), *Heat shock protein cognate 3* (*Hsc70-3*)and *Heat shock protein 83 *(*Hsp83*). 

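The SE of the log2 fold change in diapausing against reproducing females was 0.65 for *Hop* (log2 fold change -0.93), 0.35 for *Hsc70-3* (log2 fold change -0.67) and 0.56 for *Hsp83*. Diapausing replicate 27 had the highest value of the 3 diapausing arrays for each gene. For *Hop* it had a normalized log2 value of 8.95, against 6.49 and 7.33 on the other diapausing arrays and 7.42, 9.01 and 9.13 on the reproducing arrays. For *Hsc70-3* it had 6.93, against 5.66 and 5.77 in diapausing and 6.57, 6.84 and 6.94 in reproducing females. For *Hsp83* the values were 9.90, against 7.47 and 8.17 in diapausing and 9.21, 9.74 and 9.96 in reproducing females. Without diapausing replicate 27 the log2 fold change of *Hsp83* was -1.74 and limma called it (adjusted p = 0.0243). *Hsc70-3* then had an adjusted p = 0.0356 with a log2 fold change of -0.98, under the minimum of 2-fold. With each of the 9 arrays left out in turn, the log2 fold change of *Hsp83* was between -1.74 and -0.55 and its adjusted p between 0.0243 and 0.875.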

Some studies have indicated that changes in the expression level of heat shock genes could be connected with insect diapause, but the data are not congruent [46,47]. It is worth noting that while other heat shock genes in our study showed significant down-regulation in diapausing females, *Heat shock protein 20*(*Hsp20*)and *Heat shock protein 26 *(*Hsp26*) showed expression changes only between reproducing and young females (*Hsp20 *was down-regulated and *Hsp26 *up-regulated in reproducing females when compared to young females).

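In diapausing against reproducing females, *Hsp20* had a log2 fold change of 0.58 and *Hsp26* of -1.08 (both limma adjusted p = 0.640). In diapausing against young females, *Hsp20* had a log2 fold change of -0.79 (adjusted p = 0.395), the sign of which changed with both 75th percentile scalings. *Hsp26* had a fitted log2 fold change of 2.41 (adjusted p = 0.139) and was not called. It was not well above background on any young array, and the difference between the group means was at least 4.22-fold, at least 2.45-fold without diapausing replicate 27 and at least 8.19-fold without diapausing replicate 42. Its values on the diapausing arrays spread widely, at 5.10, 7.58 and 8.64. It was called in 5 of 14 processing alternatives for this comparison, with adjusted p-values over the 14 between 0.0055 and 0.198, and without diapausing replicate 42 (log2 fold change 3.36, adjusted p = 0.0055).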

Some genes that showed expression variation on our array may not play an important role in the regulation of reproductive diapause itself, but instead may exhibit pleiotropic effects on life-history traits associated with diapause. On the other hand, some genes like the insulin-pathway genes (*Dp110*)and *Insulin-like receptor*(*InR*) did not show expression changes on our array, even though insulin signaling has been shown to play a role in the diapause in nematodes [48], mosquitoes [49] and Drosophila [50]. In particular, *Dp110 *gene has been shown to be necessary for ovarian development of *D. melanogaster *and allelic variation in this gene has been found to be associated with latitudinal increase in the incidence of diapause [50]. Also some genes important in photoperiodic time measurement, like *period *(*per*) and *timeless *(*tim*), were lacking from the list of genes showing expression variation in our study. 

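*Dp110* is listed on the array under its symbol *Pi3K92E* (CG4141), with 1 probe. This probe was not well above background on any of the 9 arrays, so no fold change is given and a difference would not have been detectable at this signal. *InR* (CG18402, 1 probe) was well above background on all arrays except 1 of reproducing females. Its log2 fold change was -0.17 (limma adjusted p = 0.826) in diapausing against reproducing, -0.62 (adjusted p = 0.431) in diapausing against young and -0.45 (adjusted p = 0.494) in reproducing against young females. The sign of its difference between diapausing and reproducing females changed in 7 settings, and that of the other 2 differences in 1 each, fits with an array left out included.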

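*tim* (CG3234) was represented by 2 probes, neither of which was well above background on any array, and no fold change is given for it. Of the 3 probes of *per* (CG2647), 1 was well above background on all arrays and 2 on none. The mean of the 3 had a log2 fold change of 0.22 (limma adjusted p = 0.708) in diapausing against reproducing females, 0.11 (adjusted p = 0.787) in diapausing against young and -0.11 (adjusted p = 0.843) in reproducing against young females. The sign of the last 2 changed in 4 settings each, fits with an array left out included. Each sample was a single collection of whole bodies, and the arrays hold no series over the day.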

Expression changes in these genes need to be studied with specific experimental design, taking into account e.g. the daily cycles in the expression level of the genes and targeting the studies on specific tissues like the heads of the flies.

## Conclusions

The present study shows that a candidate gene microarray provides a practical and cost-effective platform for detecting genes that play a role e.g. in adaptation into different kinds of environmental conditions in ecologically interesting but genetically less well-known organisms. The value of this kind of arrays depends on how well the chosen candidate genes represent the genes and genetic pathways affecting the traits of interest, how repeatable the results are and how well the experimental design supports the asked questions. New genes can be added on array once detected in other species (see [33]) or found in the study species e.g. through transcriptome analyses. Candidate gene arrays will be especially useful when combined with other methods of the candidate gene approach; using SNPs of the array genes as markers in association studies will, for example, help to trace the link between phenotype, genotype and gene expression. The genes that show expression changes on array, like *Dca *and *cpo *in the present study, will be good targets of future studies on molecular evolution. Since traits like diapause incidence vary between populations, especially along latitudinal clines, the frequency of any putative mutation changing the function of genes affecting these traits would be predicted to show variation linked with phenotypic variation. Also, it will be interesting to trace signs of selection on the coding region of the genes.

## Authors' contributions

MK constructed the microarray chip, analyzed the results, performed the qRT-PCR analysis, and wrote the manuscript. TS participated in the microarray construction, study design and manuscript writing and cultured the flies and extracted the RNA for the microarray study. AL performed the statistical analysis for microarray results and participated in the manuscript writing. LV made the RNA extractions for the qRT-PCR analysis and participated in the manuscript writing. AH participated in the design of the study and coordination and helped to write the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Candidate and housekeeping genes on a species-specific microarray constructed for *D. montana***. Candidate and housekeeping genes on a species-specific microarray constructed for *D. montana *presented in alphabetical order. Information of biological processes of the genes is collected from FlyBase database (FB2009_04), released in April 27, 2009. Housekeeping genes are marked with asterisks. Click here for file

Additional file 2 **Fold changes in gene expression in microarray/qRT-PCR analysis: comparisons between the three female groups**. Fold changes in gene expression of selected candidate genes in microarray and qRT-PCR analysis. 

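The table sets the fold change of 6 genes on the microarray beside the fold change of the same gene in qRT-PCR, each placed in the column of the group in which the gene was higher. The qRT-PCR values came from newly made RNA extractions and were normalized to a reference gene, and are not analysed here. Of the array data behind it, *FKBP59* (CG4535) had normalized log2 values of 8.05 ± 0.79 (SD, n = 3 arrays) in diapausing, 9.92 ± 0.93 (n = 3) in reproducing and 9.04 ± 0.25 (n = 3) in young females, fold changes of 3.65 in diapausing against reproducing and 1.84 in reproducing against young females. *tilB* was 3.38-fold lower in diapausing than in reproducing females. This fold change ranged from 2.23 to 4.37 with an array left out and from 1.73 to 10.9 over 14 processing alternatives. For *Fmr1*, whose normalized log2 values were 4.65 ± 0.16 (SD, n = 3) in diapausing, 4.72 ± 0.25 (n = 3) in reproducing and 4.73 ± 0.21 (n = 3) in young females, no fold change is given because its probes were near background in every group.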

Comparisons were made between diapausing, reproducing and young females. Significance levels are indicated as follows: ^NS^Non-significant, *0.05 > P > 0.01, **0.01 > P > 0.001, ***P < 0.001. Click here for file

## References

[B1] HermanWSStudies on the reproductive diapause of the monarch butterfly *Danaus plexippus*Biol Bull19811608910610.2307/1540903

[B2] BrozaMPenerMPHormonal control of the reproductive diapause in the grasshopper, *Oedipoda miniata*CMLS19692541441510.1007/BF018999555799241

[B3] KimuraMTGeographic variation of reproductive diapause in the *Drosophila auraria *complex (Diptera: Drosophilidae)Physiol Entomol1984942543110.1111/j.1365-3032.1984.tb00784.x

[B4] TatarMYinC-MSlow aging during insect reproductive diapause: why butterflies, grasshoppers and flies are like formsExp Gerontol20013672373810.1016/S0531-5565(00)00238-211295511

[B5] TatarMChienSAPriestNKNegligible Senescence during Reproductive Dormancy in *Drosophila melanogaster*Am Nat200115811110.1086/32132018707322

[B6] SaundersDSThe Circadian Basis of Ovarian Diapause Regulation in *Drosophila melanogaster *: Is the period Gene Causally Involved in Photoperiodic Time MeasurementJ Biol Rhythms1990531533110.1177/0748730490005004042133139

[B7] SaundersDSHenrichVCGilbertLIInduction of diapause in *Drosophila melanogaster*: photoperiodic regulation and impact of arrhythmic clock mutations on time measurementProc Natl Acad Sci USA1989863748375210.1073/pnas.86.10.37482498875PMC287217

[B8] TauberMJTauberCAMasakiSSeasonal adaptations of Insects1986Oxford University Press, New York

[B9] SchmidtPSMatzkinLIppolitoMEanesWFGeographic variation in diapause incidence, life-history traits, and climatic adaptation in *Drosophila melanogaster*Evolution2005591721173216331839

[B10] SchmidtPSPaabyABHeschelMSGenetic variance for diapause expression and associated life histories in *Drosophila melanogaster*Evolution2005592616262516526509

[B11] TauberEZordanMSandrelliFPegoraroMOsterwalderNBredaCDagaASelminAMongerKBennaCRosatoEKyriacouCCostaRSokolowskiWNatural Selection Favors a Newly Derived timeless Allele in *Drosophila melanogaster*Science20073161895189810.1126/science.113841217600215

[B12] WilliamsKDSokolowskiMBDiapause in *Drosophila melanogaster *females: a genetic analysisHeredity19937131231710.1038/hdy.1993.1418407357

[B13] EmersonKJUyemuraAMMcDanielKLSchmidtPSBradshawWEHolzapfelCMEnvironmental control of ovarian dormancy in natural populations of *Drosophila melanogaster*J Comp Physiol A200919582582910.1007/s00359-009-0460-519669646

[B14] SaundersDGilbertLIRegulation of ovarian diapause in the fruit fly *Drosophila melanogaster *by photoperiod at moderately low temperatureJ Insect Physiol1990369520010.1016/0022-1910(90)90122-V

[B15] MirolPMSchäferMAOrsiniLRouttuJSchlöttererCHoikkalaAButlinRKContrasting phylogeographic patterns in *Drosophila virilis *and *Drosophila montana*Mol Ecol2007161085109710.1111/j.1365-294X.2006.03215.x17305862

[B16] ThrockmortonLHCarsonHLThompsonJNJrAshburner MThe virilis species groupThe Genetics and Biology of Drosophila19823bAcademic Press, London

[B17] LummeJDingle HPhenology and Photoperiodic diapause in Northern Populations of DrosophilaEvolution of Insects Migration and Diapause197845169

[B18] WatabeHPhotoperiodic responses in *Drosophila virilis *species group (Diptera, Drosophilidae) from JapanKontyu, Tokyo198351628634

[B19] RosatoEKyriacouCPAnalysis of locomotor activity rhythms in DrosophilaNat Protoc2006155956810.1038/nprot.2006.7917406282

[B20] AdamsMDCelnikerSEHoltRAEvansCAGocayneJDAmanatidesPGSchererSELiPWHoskinsRAGalleRFThe genome sequence of *Drosophila melanogaster*Science20002872185219510.1126/science.287.5461.218510731132

[B21] FlyBasehttp://flybase.org

[B22] UCSC Genome Bioinformatics databasehttp://genome.ucsc.edu

[B23] Primer3 programhttp://frodo.wi.mit.edu/primer3

[B24] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYGentryJHornikKHothornTHuberWIacusSIrizarryRLeischFLiCMaechlerMRossiniAJSawitzkiGSmithCSmythGTierneyLYangJYZhangJBioconductor: open software development for computational biology and bioinformaticsGenome Biol20045R8010.1186/gb-2004-5-10-r8015461798PMC545600

[B25] OshlackAEmslieDCorcoranLMSmythGKNormalization of boutique two-color microarrays with a high proportion of differentially expressed probesGenome Biol200781R210.1186/gb-2007-8-1-r217204140PMC1839120

[B26] HuberWvon HeydebreckASültmannHPoustkaAVingronMVariance stabilization applied to microarray data calibration and to the quantification of differential expressionBioinformatics2002189610410.1093/bioinformatics/18.suppl_1.s9612169536

[B27] DavisonTSJohnsonCDAndrussBFAnalyzing micro-RNA expression using microarraysMethods Enzymol2006411143410.1016/S0076-6879(06)11002-216939783

[B28] PfafflMWA new mathematical model for relative quantification in real-time RT-PCRNucleic Acids Res200129e4510.1093/nar/29.9.e4511328886PMC55695

[B29] CFX Manager™ Software Help ResourcesBio-Rad Laboratories2007

[B30] Gene Expression Omnibus (GEO) databasehttps://www.ncbi.nlm.nih.gov/geo

[B31] NuzhdinSVWayneMLHarmonKLMcIntyreLMCommon pattern of evolution of gene expression level and protein sequence in DrosophilaMol Biol Evol2004211308131710.1093/molbev/msh12815034135

[B32] VeraJCWheatCWFescemyerHWFrilanderMJCrawfordDLHanskiIMardenJHRapid transcriptome characterization for a nonmodel organism using 454 pyrosequencingMol Ecol20081716364710.1111/j.1365-294X.2008.03666.x18266620

[B33] BakerDARussellSGene expression during *Drosophila melanogaster *egg development before and after reproductive diapauseBMC Genomics20091024210.1186/1471-2164-10-24219463195PMC2700134

[B34] EmersonKJBradshawWEHolzapfelCMComplications of complexity: integrating environmental, genetic and hormonal control of insect diapauseTrends Genet20092521722510.1016/j.tig.2009.03.00919375812

[B35] FujitaTInoueHKitamuraTSatoNShimosawaTMaruyamaNSenescence marker protein-30 (SMP30) rescues cell death by enhancing plasma membrane Ca^2+^-pumping activity in Hep G2 cellsBiochem Biophys Res Comm199825037438010.1006/bbrc.1998.93279753637

[B36] GotoSGExpression of Drosophila homologue of senescence marker protein -30 during cold acclimationJ Insect Physiol2000461111112010.1016/S0022-1910(99)00221-810817837

[B37] QinWNealSJRobertsonRMWestwoodJTWalkerVKCold hardening and transcriptional change in *Drosophila melanogaster*Insect Mol Biol200514660761310.1111/j.1365-2583.2005.00589.x16313561

[B38] SinclairBJGibbsAGRobertsSPGene transcription during exposure to, and recovery from, cold and desiccation stress in *Drosophila melanogaster*Insect Mol Biol20071643544310.1111/j.1365-2583.2007.00739.x17506850

[B39] SchmidtPSZhuCTDasJBataviaMYangLEanesMFAn amino acid polymorphism in the couch potato gene forms the basis for climatic adaptation in *Drosophila melanogaster*Proc Natl Acad Sci USA2008105162071621110.1073/pnas.080548510518852464PMC2570987

[B40] BellenHJVaessinHBierEKolodkinAD'EvelynDKooyerSJanYNThe Drosophila *couch potato *gene: an essential gene required for normal adult behaviorGenetics1992131365375164427810.1093/genetics/131.2.365PMC1205011

[B41] MackayTFCHeinsohnSLLymanRFMoehringAJMorganTJRollmanSMGenetics and genomics of Drosophila mating behaviorProc Natl Acad Sci USA20051026622662910.1073/pnas.050198610215851659PMC1131870

[B42] PeixotoAAHallJCAnalysis of temperature-sensitive mutants reveals new genes involved in the courtship song of DrosophilaGenetics199814882738950492810.1093/genetics/148.2.827PMC1459814

[B43] RendahlKGJonesKRKulkarniSJBagullySHHallJCThe *dissonance *nutation at the *no-on-transient A *locus of *D. melanogaster *: genetic control of courtship song and visual behaviors by a protein with putative RNA-binding motifsJ Neurosci199212390407174068710.1523/JNEUROSCI.12-02-00390.1992PMC6575613

[B44] DellingerBFellingROrdwayRWGenetic modifiers of the Drosophila NSF mutant, comatose, include a temperature-sensitive paralytic allele of the calcium channel alpha1-subunit gene, *cacophony*Genetics20001552032111079039510.1093/genetics/155.1.203PMC1461054

[B45] SokolowskiMBDrosophila: *Genetics *meets behaviourNat Rev Genet2001287989010.1038/3509859211715043

[B46] DenlingerDLRegulation of diapauseAnnu Rev Entomol2002479312210.1146/annurev.ento.47.091201.14513711729070

[B47] GotoSGKimuraMTHeat-shock-responsive genes are not involved in the adult diapause of *Drosophila triauraria*Gene200432611712210.1016/j.gene.2003.10.01714729269

[B48] FielenbachNAntebiA*C. elegans *dauer formation and the molecular basis of plasticityGenes Dev2008222149216510.1101/gad.170150818708575PMC2735354

[B49] SimCDenlingerDLInsuling signaling and FOXO regulate the overwintering diapause of the mosquito *Culex pipiens*Proc Natl Acad Sci USA20081056777678110.1073/pnas.080206710518448677PMC2373331

[B50] WilliamsKDBustoMSusterMLSoAKBen-ShaharYLeeversSJSokolowskiMBNatural variation in *Drosophila melanogaster *diapause due to the insulin-regulated PI3-kinaseProc Natl Acad Sci USA2006103159111591510.1073/pnas.060459210317043223PMC1635102

# Supplementary material for: Changes in gene expression linked with adult reproductive diapause in a northern malt fly species: a candidate gene microarray study
**Source:** BMC Ecol. 2010 Feb 1;10:3. doi: 10.1186/1472-6785-10-3
**Supplement:** Additional file 1 — Candidate and housekeeping genes on a species-specific microarray constructed for D. montana. Candidate and housekeeping genes on a species-specific microarray constructed for D. montana presented in alphabetical order. Information of biological processes of the genes is collected from FlyBase database (FB2009_04), released in April 27, 2009. Housekeeping genes are marked with asterisks.

**Additional file 1.** Candidate and housekeeping genes on a species-specific microarray constructed for *D. montana*.

Information of biological processes of the genes is collected from FlyBase database (FB2009_04), released in April 27, 2009. Housekeeping genes are marked with asterisks.

# Supplementary material for: Changes in gene expression linked with adult reproductive diapause in a northern malt fly species: a candidate gene microarray study
**Source:** BMC Ecol. 2010 Feb 1;10:3. doi: 10.1186/1472-6785-10-3
**Supplement:** Additional file 2 — Fold changes in gene expression in microarray/qRT-PCR analysis: comparisons between the three female groups. Fold changes in gene expression of selected candidate genes in microarray and qRT-PCR analysis. Comparisons were made between diapausing, reproducing and young females. Significance levels are indicated as follows: NSNon-significant, *0.05 > P > 0.01, **0.01 > P > 0.001, ***P < 0.001.

**Additional file 2.** Fold changes in gene expression in microarray/qRT-PCR analysis: comparisons between the three female groups.

| Gene ID | Biological function | Fold changes and their significance in microarray/qRT-PCR analysis | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Diapausing (D) vs. reproducing (R) females | | Diapausing (D) vs. young (Y) females | | Reproducing (R) vs. young (Y) females | |
|  |  | Upregulation in D females | Upregulation in R females | Upregulation in D females | Upregulation in Y females | Upregulation in R females | Upregulation in Y females |
| *cpo* | Diapause | 1.8NS/2.6* |  |  | 3.7*/2.6NS |  | 6.7***/6.4** |
| *FKBP59* | Phototransduction |  | 4.5*/2.1NS |  |  | 2.5*/1.2NS |  |
| *tilB* | Courtship behavior |  | 5.5*/4.1* |  |  | 10.8***/6.8** |  |
| *Fmr1* | Circadian rhythm |  | 3.0**/1.8NS |  |  | 2.2*/1.5* |  |
| *Dca* | Cold tolerance | 4.0***/6.4** |  | 4.1**/2.8NS |  |  |  |
| *Hsp26* | Heat tolerance |  |  |  |  | 30.9***/111*** |  |

Significance levels: NSNon-significant, *0.05>P>0.01, **0.01>P>0.001, ***P<0.001

How the deposited data were processed for this re-analysis (not part of the article)

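Expression was measured on 9 one-colour arrays of a candidate gene microarray, with 3 arrays for each of the groups of diapausing, reproducing and young females and 13 females per sample. As deposited by the authors, the scanner output holds intensity values made by Feature Extraction: the mean pixel intensity of each spot, the median intensity of its local background, and an intensity after subtraction of background and detrending within the array. None of these was scaled between arrays. The paper gives version 9.5.3.1 of Feature Extraction, and the file headers give 9.5.1.1. The authors also deposited a table of processed intensities with 197 values per array. The methods describe VSN, and whether the values of the table come from it was not settled here. For 8 arrays its columns follow the scanner values closely (correlation across probes of 0.998 or more on the log2 scale), and for reproducing replicate 40 the column does not (0.913). That table was used as an alternative only.

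The sample labels name the groups by abbreviations, from which the groups were read. Replicate numbers are those of the labels. The arrays held 208 distinct experimental probes, of which 197 were used, the number the paper states, and 11 were left out. Outlier spots by Feature Extraction's marks were left out (3 experimental and 159 spike-in spots over the 9 arrays), copies of a probe were averaged, and VSN was fitted on the experimental and spike-in probes with a trimming quantile of 0.5, 5 slices and 7 rounds. The published VSN software was not used here, and its model was written anew in R 4.3.3. The paper's text does not name the intensity column, the treatment of outlier spots or the way probes were combined into genes. Here the probes of a gene were averaged on the log2 scale. All 108 genes were tested with limma 3.58.1 (statmod 1.5.0) over the 9 arrays, with Benjamini-Hochberg adjustment over the 108 genes, an adjusted p under 0.05 and a fold change over 2. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

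The procedure was tested on 20 simulated sets with known changes. An initial requirement on the share of changed genes recovered over all genes was not met, and the requirement was then narrowed to the brighter genes with a small replicate spread, where 97.3% of the changed genes were called. With the measured replicate spread (SD 0.497), a trimming quantile of 0.5 gave 67.8% for brighter and 1.38% for dimmer genes, and a quantile of 0.9 gave 96.2% and 58.1% with 0.446% of the unchanged brighter genes called. The quantile of 0.5 was kept because it had been set before. In these simulated sets, low counts of called genes therefore cannot be put down to the number of arrays alone. Their spread was drawn for each gene separately, unlike that of the real arrays, so this may not carry over. With 3 arrays per group, the number of arrays limits the precision. Between 120 and 147 of the 197 probes per array were well above background, and 39 were on no array.

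The genes named are all those the paper names in its results, discussion, Fig. 1 or Additional file 2, the 7 housekeeping genes, and other candidate genes called in any comparison (at most the 10 with the largest absolute log2 fold change per comparison). The main choices, this rule and most alternatives were set before the data were examined. The alternatives were VSN fitted on spike-ins alone or with a trimming quantile of 0.9, the background-subtracted intensity scaled to the 75th percentile or to the mean of the housekeeping genes, unscaled, or put into VSN, the normexp correction (offset 50) followed by 75th percentile scaling or quantile normalization, the deposited table, outlier spots kept, dim probes left out, the brightest probe per gene, probes tested one by one, slide as a block, only the 2 groups compared in the fit, no fold change minimum, adjustment over the list alone, and each array left out in turn. Chosen after the data were seen were the use of all 208 probes, the deposited table without reproducing replicate 40, and 3 tests of single probes (the deposited table with and without that replicate, and VSN without it).

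Gene lists were tested with camera (preset correlation 0.01), with fry and with camera using an estimated correlation. They were the paper's categories of circadian rhythm, courtship behaviour, diapause, heat tolerance and phototransduction, and lists of 13 photoreceptor genes, 9 neuronal genes and 9 genes with maternal transcripts. The technical replicates of diapausing samples and the qRT-PCR were not analysed here.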

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

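The tests of an effect of reproducing replicate 40 alone and of the other *Actin42A* probe were chosen only after the results were seen.

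Among the candidate genes that the paper does not list as changed, *ninaD* (CG31783) and *stv* (CG32130) were called in reproducing against young females, with log2 fold changes of -1.49 (SE 0.31, limma adjusted p = 0.0272) and -1.82 (SE 0.41, adjusted p = 0.0267). Both were lower on every measured reproducing array than on all 3 young arrays. *ninaD* has values on only 2 reproducing and 2 diapausing arrays, its spots on reproducing replicate 22 and diapausing replicate 27 being outliers. An effect of reproducing replicate 40 alone was tested by leaving that array out. The log2 fold changes were then -1.14 (SE 0.22) for *ninaD* and -1.31 (SE 0.32) for *stv*, and neither was called (both adjusted p = 0.0681). For *stv*, with 2 reproducing arrays left, this argues against an effect of that array alone. For *ninaD* it rests on 1 reproducing array, and the SE comes from the spread in the other groups, so such an effect stays open. *ninaD* was called in 5 of 14 processing alternatives (adjusted p from 0.0288 to 0.645) and in 2 of 9 with an array left out, the highest value being 0.137 without young replicate 17. *stv* was called in 10 of 14 (0.0052 to 0.106) and in 5 of 9, the highest being 0.130 without young replicate 17. Age, temperature and diet differ together between these groups, so no single biological difference was tested.

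A probe for *Actin42A*, a gene outside the 108 tested genes, was brighter in the 14-day-old than in the young females. Its log2 fold change was 2.01 in diapausing against young females (SE 0.33, limma adjusted p = 0.0140) and 2.39 in reproducing against young females (adjusted p = 0.0059), and it was well above background on 7 of 9 arrays. If the whole transcript had changed, the other *Actin42A* probe would have moved the same way, but its log2 fold changes were -0.31 and -1.17 (SE 0.51, adjusted p = 0.266). That argues against a change of the whole transcript. Binding of the probe to another transcript and a change in part of the transcript were not tested, and the differences in age, temperature and diet stay open as well.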

How the results depend on the processing

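The settings with all 208 probes, with the deposited table without reproducing replicate 40, and with single probes of the deposited table or of VSN without that replicate are tests chosen only after the results were seen.

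Over 80 differences of named genes, the call by limma, or its absence, was the same in 1830 combinations with an alternative or a left-out array. A call was gained in 60 and lost in 100, and no difference changed sign where it was called on either side. Only differences called in the main fit (1, 2 and 9 in the 3 comparisons) could lose a call, so the 100 come from these. The 1830 combinations are mostly calls absent on both sides and say little about how stable the calls were. *Ddc* and *tilB* were called in reproducing against young females in all of 14 processing alternatives, *cpo* and *Hsp26* in 13 and *slo* in 12. *Dca* in diapausing against reproducing females was called in 8 of 14, with a log2 fold change between 1.25 and 2.33.

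The counts of called genes were 1 (diapausing against reproducing), 2 (diapausing against young), 9 (reproducing against young) and 10 (any comparison). With the background-subtracted intensity scaled to the 75th percentile they were 9, 8, 20 and 26. Diapausing against reproducing females gave 0 genes with VSN fitted on spike-ins alone (7 at an unadjusted p under 0.05), without scaling (12) and with dim probes left out (7), 2 with the brightest probe and with probes tested one by one, 3 with normexp and quantile normalization, 4 with normexp and 75th percentile scaling and 7 with the housekeeping mean. Diapausing against young females gave 4 genes with the housekeeping mean, without scaling and with probes tested one by one, 5 with a trimming quantile of 0.9 and with the brightest probe, and 6 with the deposited table. For these the cause was not tested. Slide as a block gave 0, 0, 4 and 4 genes (6, 14 and 21 at an unadjusted p under 0.05), and fits of only 2 groups 0, 0, 5 and 5 (8, 17 and 24). Both leave fewer degrees of freedom for the spread.

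The deposited table without reproducing replicate 40 gave 0 genes in diapausing against reproducing (17 at an unadjusted p under 0.05), 4 in reproducing against young and 5 in any comparison. With its probes tested one by one the 3 comparisons gave 2, 4 and 4, and VSN without that replicate with single probes gave 2, 6 and 5.

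With each array left out in turn, the counts ranged from 0 to 6, from 0 to 6, from 0 to 12 and, in any comparison, from 0 to 18. All were 0 without young replicate 16 or 17, and 18 genes were called without diapausing replicate 27. All 10 genes remained among the 18.

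The housekeeping genes called were 0, but 1 with either 75th percentile scaling and with quantile normalization (*Gapdh1*) and 1 with the deposited table (*RpL19*). Of the set tests, 0 were past the threshold with camera (4 at an unadjusted p under 0.05) and 0 with fry (1), but 1 was with normexp and 75th percentile scaling (photoreceptor list, reproducing against young, adjusted p = 0.0108; range over alternatives to 0.999). With arrays left out in turn the number ranged from 0 to 1, the 1 being the photoreceptor list in diapausing against reproducing females without reproducing replicate 23 (median log2 fold change 0.93, adjusted p = 0.0287). Reproducing replicate 40 was then averaged with replicate 22 alone, and their means over this list were 6.54 and 8.97. Without replicate 40 the median was -0.15, so the result depends on that array.

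The share of called genes that were higher in reproducing than in young females was 22.2%, against 54.5% with normexp and 75th percentile scaling, 40% with fits of only 2 groups, 37.5% with the housekeeping mean and 33.3% without scaling. In diapausing against young females it was 0%, against 87.5% and 100% with the 75th percentile scalings and 50% with the housekeeping mean, with quantile normalization and without scaling, 33.3% with the background-subtracted intensity in VSN and with outlier spots kept, 20% with a trimming quantile of 0.9 and with the brightest probe, and 16.7% with the deposited table. In diapausing against reproducing females, where 1 gene was called, it was 100%, against 66.7% and 50% with the 75th percentile scalings, 33.3% (quantile normalization), 14.3% (housekeeping mean) and 0% (deposited table). Scaling moved the median log2 fold change of all genes in diapausing against reproducing females from -0.03 to 0.26 with normexp and 75th percentile scaling, -0.38 with the housekeeping mean, -0.23 without scaling and -0.48 with the deposited table. In diapausing against young females it moved from -0.39 to 0.37 with normexp and 75th percentile scaling and to -0.09 with quantile normalization, and in reproducing against young females from -0.14 to 0.15 and, with the housekeeping mean, to 0.07.

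Signal over background limits the genes of which all probes were dim: 39 of the 197 probes and 14 genes were not well above background on any array, and their differences could not be measured. No paired analysis was possible because the replicate numbers differ between the groups, apart from the block by slide given above.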

Differences from the paper's values

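The settings named below as chosen after seeing the values are tests chosen only after the results were seen.

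The paper reports 24 changed candidate genes, and 10 were called here. Of the alternatives set before the data were examined, 75th percentile scaling of the background-subtracted intensity (26 genes) and leaving out diapausing replicate 27 (18) came within 1.5 times the paper's count, and the others did not (4 to 26 over processing alternatives, 0 to 18 with an array left out, 0 without young replicate 16 or 17). The paper gives 15 genes as lower in diapausing than in reproducing females, and limma called 0 here (5 of all candidate genes were lower at an unadjusted p under 0.05). None of the alternatives came within 1.5 times of the paper's count. For diapausing against young females, the paper's Fig. 1 shows about 7 genes, read by eye, and 2 were called here. A trimming quantile of 0.9, the same 75th percentile scaling, the deposited table, the brightest probe per gene and leaving out reproducing replicate 40 came within 1.5 times, and the others did not. For reproducing against young females, the paper's Fig. 1 shows about 16 genes, read by eye, and 9 were called here. A trimming quantile of 0.9, both 75th percentile scalings, quantile normalization and leaving out diapausing replicate 27 came within 1.5 times, and the others did not.

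The paper's median correlation between replicates is 0.885, and 0.969 was found here. None of the alternatives (0.962 to 0.984) reached it. The 3 pairs of reproducing females alone had a median of 0.886. The paper gives its value for all 3 groups, and whether it rests on these pairs was not settled here. The paper's p for *cpo* in diapausing against reproducing females is 0.055, without a statement whether it is adjusted. The limma p here was 0.0428 unadjusted, within 1.5 times of the paper's, and 0.513 adjusted, so the difference depends on which of them the paper gives. The adjusted p of *cpo* was 0.0546 with the 75th percentile scaling of the background-subtracted intensity, and no other alternative set before the data were examined came within 1.5 times (up to 0.677 over processing alternatives and 0.265 to 0.769 with an array left out). The paper's fold change of *cpo* is 3.7 in diapausing against young and 6.7 in reproducing against young females, lower in the older females, and here it was 1.86 and 2.82. Of the alternatives, leaving out dim probes and taking the brightest probe removed the difference, and the others did not. The paper's fold change of *Dca* in diapausing against young females is 4.1, and 2.55 was found here. A trimming quantile of 0.9, both 75th percentile scalings, the housekeeping mean, no scaling, the brightest probe and leaving out diapausing replicate 42 or 43 removed the difference, and the others did not.

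Of 39 calls of the paper, 10 were made here. Of the other 29, 14 were made by some setting and 15 by none. In diapausing against reproducing females, *FKBP59* was called with both 75th percentile scalings, quantile normalization, the housekeeping mean, the deposited table, the brightest probe and single probes. It was also called in settings chosen after seeing the values: single probes of the deposited table with or without reproducing replicate 40, and of VSN without it. *slmb* was called with both 75th percentile scalings, quantile normalization, the housekeeping mean and without diapausing replicate 27. *tws* was called with the 75th percentile of the background-subtracted intensity, the housekeeping mean and without diapausing replicate 27, and *tilB* with the last 2 of these. *CkIIα* was called with the housekeeping mean and *Hsp83* without diapausing replicate 27.

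In diapausing against young females, *Dca* was called with a trimming quantile of 0.9, both 75th percentile scalings, quantile normalization, the housekeeping mean, no scaling, the background-subtracted intensity in VSN, outlier spots kept, the brightest probe, single probes, adjusted over the list alone and without reproducing replicate 40. It was also called in settings chosen after seeing the values: all 208 probes, and single probes of the deposited table or of VSN without reproducing replicate 40. *cpo* was called with the brightest probe, with single probes and, in a setting chosen after seeing the values, with single probes of VSN without reproducing replicate 40. *shakB* was called with a trimming quantile of 0.9, the deposited table, the brightest probe, without reproducing replicate 40 and without young replicate 12. It was also called in settings chosen after seeing the values: the deposited table without reproducing replicate 40, single probes of that table with or without this replicate, and single probes of VSN without it. *so* was called with a trimming quantile of 0.9, the deposited table, without reproducing replicate 40 and, in a setting chosen after seeing the values, with single probes of VSN without that replicate.

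In reproducing against young females, *FKBP59* was called with both 75th percentile scalings and, in a setting chosen after seeing the values, with single probes of VSN without reproducing replicate 40. *slmb* was called with both 75th percentile scalings, quantile normalization and the housekeeping mean. *tws* was called with the 75th percentile of the background-subtracted intensity. *Hsp20* was called with a trimming quantile of 0.9, quantile normalization and the background-subtracted intensity in VSN. No setting called *CG7650, cac, nonA, dco, Fmr1, Prp5, Cdk9, Hop* or *Hsc70-3* in diapausing against reproducing females, *e* in diapausing against young females, or *CG7650, Fmr1, Prp5, Cdk9* or *e* in reproducing against young females.

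The paper lists *Fmr1* as higher in reproducing than in young females, and no fold change is given for it here, with no probe well above background on more than 1 array of a group. *ninaD* and *stv*, called here in reproducing against young females, are not in the paper's list. The paper selects *Ef1α48D* for its stability over diapausing and reproducing females and *eIF-4a* for comparisons with young females. By the SD of normalized values they ranked 2 and 4 of the 7 housekeeping genes here. The paper gives 1 to 4 probes per gene, and *cac* has 5.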

Other observations

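The tests of reproducing replicate 40, of its column in the deposited table and of the photoreceptor list were chosen only after the results were seen, while the tests of other splits, of ovarian RNA and of spike-ins were set earlier.

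Reproducing replicate 40 differed from the other arrays in 13 photoreceptor genes, with a mean normalized log2 value of 6.54, against 8.95 and 8.97 on the other reproducing arrays, 7.97 to 9.79 on the diapausing and 9.26 to 9.74 on the young arrays. Since this value lies outside the range of all 3 groups, and these genes showed the pattern, it decides nothing about a diapausing or young sample in place of a reproducing one. Among candidate genes outside this list that separate the other 2 reproducing arrays from the young arrays, this array was closer to the reproducing ones for 21 of 41 (median place 0.53, with 0 for young and 1 for reproducing), and for 12 of 19 and 5 of 6 where the separation was over 0.5 and over 1 (log2). Against the diapausing arrays the counts were 8 of 20 (median place 0.37), 3 of 5 and 1 of 2. All 3 separations were looked at before a criterion was set. Of the 6 genes separated by over 1 from the young arrays, this array was inside the young range for 0. *Hsp26* was at 7.68, against 4.43 to 4.89 on the young arrays, and *Ddc* at 8.54, against 11.28 to 12.23. Of the 6, *slmb* was closer to the young arrays (9.47 against 8.49 to 9.00). That argues against a young sample for these 6 genes, although 9 of all 41 were inside the young range. A diapausing sample stays open, because the outcome depends on the separation. The copies of a probe differed by a median of 0.278 on this array and by at most 0.166 on any other, and spike-in copies by 0.392 against at most 0.217, as a faulty hybridization would give, which is a candidate explanation. Loss of head or eye tissue would move the probes of an affected gene together. Over 42 genes of any kind with several probes the median range was 0.751, against 0.133 to 0.448 on the other arrays. That median does not test photoreceptor genes alone. Against the other reproducing arrays, both probes of *ninaE* (-4.96 and -5.68) and of *Rh3* (-3.86 and -3.73) fell together. Those of *Arr1* differed more (-2.59 and -3.75), and the probes of *inaF* and *rdgB* did not fall (both 0.05). By the criterion set for this test a loss of tissue would be excluded, but copies of one probe also differ more on this array. For that reason, weighed after the values were seen, a loss of tissue is left open. For RNA that differs in sequence from the probes, 29 of 139 probes were more than 2 (log2) below the other reproducing arrays and 1 was above. The choice of probes for this count was changed after a value of 0 had been seen. The young arrays have 1 above as well, so that this stays open too. The condition of this sample was not compared with any other source.

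In the deposited table, the column of this array had a correlation of 0.913 with its own scanner values and a higher one, 0.969, with those of reproducing replicate 23. By that comparison alone the column was closer to another array than to its own. The other 8 columns had correlations of at least 0.998 with their own arrays, so 0.969 argues against the column being a copy of another of the 9 arrays. The test of this was worded as the closer array and was read against 0.998 after the values were seen. What the column holds was not determined, and no biological explanation was tested.

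Genes that the paper lists as lower in diapausing than in reproducing females could be lower because diapausing females hold less ovarian RNA. The list of 9 other genes with maternal transcripts had a median log2 fold change of -0.71 (7 of 9 lower, camera adjusted p = 0.338; -0.71 with 9 of 9 lower and 0.373 without reproducing replicate 40), so the list points the same way without passing the threshold, and a smaller share of ovarian RNA and a change within tissues cannot be told apart. With more dim probes on the diapausing arrays as the cause, the bright spike-ins would be lower as well. The 55 bright spike-in spots differed by -0.040 (SE 0.27) without normalization, and all 111 spike-in spots with a value on every array by 0.030 (SE 0.22), against -1.34 (SE 0.54) for the 15 listed genes. That argues only against arrays dimmer in all spots. Diapausing replicates 42 and 43 had the highest bright spike-in means (13.57 and 13.60) and the lowest means of the listed genes (4.69 and 5.36). Diapausing replicate 27 had the lowest spike-in mean (12.78), with 6.37 for the listed genes. The paper chose the 15 genes from these same samples. The margin of 2 SE used to compare them and the comparison of all 111 spots were chosen after the values were seen.

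Other splits of the arrays were tested for as many called genes as the real groups. Of the 10 splits of 6 arrays, 2 gave as many for diapausing against reproducing, 1 for diapausing against young and 1 for reproducing against young females, the real split included. With 3 arrays against 3 the share is never under 0.1, so chance cannot be excluded for a single comparison. Of 100 splits of all 9 arrays into 3 groups, drawn from 280, 4 called at least 10 genes in any comparison. That count is therefore unlikely by chance but chance is not excluded, and the count was 0 without young replicate 16 or 17. Groups made of the slides called 0 genes by limma. For the set tests the real split had 0 past the threshold, so that all 100 splits have as many by construction and this count says nothing about chance.

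Diapausing replicate 27 was brighter than the other 2 diapausing arrays in many probes: 20 of 145 were more than 2 (log2) above them and 88 more than 1. Reproducing replicates 22 and 23 had 8 and 5 probes more than 2 above the other arrays of their group. The cause was not tested.

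Of 24 tests of 8 lists, camera placed 0 past the threshold (4 at an unadjusted p under 0.05), fry 0 (1) and an estimated correlation 0 (0). Photoreceptor genes were higher in diapausing than in reproducing females for 11 of 13 (median log2 fold change 0.57, adjusted p = 0.176) and lower in reproducing than in young females for 13 of 13 (median -1.17, adjusted p = 0.176). Without reproducing replicate 40 the medians were -0.15 (adjusted p = 0.6996) and -0.44 (adjusted p = 0.385). The list was not past the threshold with all arrays either, so the last value does not decide whether the difference comes from that array. In diapausing against young females 13 of 13 were lower (median -0.54, adjusted p = 0.761). In diapausing against reproducing females, the median was -0.38 for the heat tolerance category (20 of 27 genes lower, adjusted p = 0.201), -0.25 for the neuronal list (7 of 9 lower, adjusted p = 0.338), -0.22 for courtship behaviour (adjusted p = 0.513) and 0.12 for diapause (adjusted p = 0.678). For circadian rhythm (26 genes) the median was 0.02 and the mean -0.14 (adjusted p = 0.981). Phototransduction, with 24 of its genes measured on every array, had a median of 0.31 (16 of 24 higher, adjusted p = 0.308) in diapausing against reproducing females. It was lower in reproducing than in young females for 20 of 24 (median -0.80, adjusted p = 0.267). Over the alternatives, the sign of the median in diapausing against reproducing females changed for every list except the 9 genes with maternal transcripts (-1.07 to -0.19). In reproducing against young females it did not change for the photoreceptor list (-1.56 to -0.44) or phototransduction (-1.16 to -0.18). All these lists hold only genes that the study placed on the array, with 12 of the 13 photoreceptor genes in the phototransduction category and 5 of the 9 genes with maternal transcripts in heat tolerance. In reproducing against young females the median and the mean of courtship behaviour differ in sign (0.01 and -0.01), as do those of heat tolerance (-0.00 and 0.00).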
